# The Human ApoE4 Variant Reduces Functional Recovery and Neuronal Sprouting After Incomplete Spinal Cord Injury in Male Mice

**DOI:** 10.3389/fncel.2021.626192

**Published:** 2021-02-18

**Authors:** Carlos A. Toro, Jens Hansen, Mustafa M. Siddiq, Kaitlin Johnson, Wei Zhao, Daniella Azulai, Dibash K. Das, William Bauman, Robert Sebra, Dongming Cai, Ravi Iyengar, Christopher P. Cardozo

**Keywords:** ApoE, spinal cord injury, functional recovery after SCI, sprouting, neurite outgrowth, glial activation, RNA-seq transcriptomics

## Abstract

Spinal cord injury (SCI) is a devastating form of neurotrauma. Patients who carry one or two apolipoprotein E (ApoE)4 alleles show worse functional outcomes and longer hospital stays after SCI, but the cellular and molecular underpinnings for this genetic link remain poorly understood. Thus, there is a great need to generate animal models to accurately replicate the genetic determinants of outcomes after SCI to spur development of treatments that improve physical function. Here, we examined outcomes after a moderate contusion SCI of transgenic mice expressing human ApoE3 or ApoE4. ApoE4 mice have worse locomotor function and coordination after SCI. Histological examination revealed greater glial staining in ApoE4 mice after SCI associated with reduced levels of neuronal sprouting markers. Bulk RNA sequencing revealed that subcellular processes (SCPs), such as extracellular matrix organization and inflammatory responses, were highly ranked among upregulated genes at 7 days after SCI in ApoE4 variants. Conversely, SCPs related to neuronal action potential and neuron projection development were increased in ApoE3 mice at 21 days. In summary, our results reveal a clinically relevant SCI mouse model that recapitulates the influence of ApoE genotypes on post SCI function in individuals who carry these alleles and suggest that the mechanisms underlying worse recovery for ApoE4 animals involve glial activation and loss of sprouting and synaptic activity.

## Introduction

Spinal cord injury (SCI), one of the most devastating forms of neurotrauma, results in life-long disabilities and loss of independence. SCI affects approximately 300,000 individuals in the United States with more than 17,000 new cases each year (National Spinal Cord Injury Statistical, 2020). SCI interrupts communication between the brain and the tissues innervated by motor and sensory neurons that emerge below the injury resulting in paralysis, loss of sensation, and dysregulation of the autonomic nervous system (Lang et al., 2015). Despite successful efforts toward reducing complications following SCI (O’shea et al., 2017), there are no cell-based or pharmacologic approaches that consistently improve sensory or locomotor function after SCI in humans. Additional knowledge with regard to the cellular and molecular mechanisms that determine functional recovery is essential to stimulate further research to develop and test interventions that will improve function after SCI. Moreover, the understanding of genetic factors that may influence outcomes after SCI, such as the ability to walk, grasp, or lift, is profoundly under investigated but may provide new insights with regard to the cellular and molecular determinants of outcomes after SCI that determine functional recovery. One important genetic factor to consider is apolipoprotein E (ApoE), a well-characterized lipoprotein involved in cholesterol trafficking and lipid metabolism (Huang and Mahley, 2014; Arenas et al., 2017). In the central nervous system (CNS), ApoE is mainly synthesized in and secreted by astrocytes, and evidence from human studies and animal models is consistent with the notion that ApoE is a key determinant of the response to different types of CNS injuries (Poirier, 1994; Teasdale et al., 1997).

In humans, there are three common natural variations of the gene that encodes ApoE. These are known as: ApoE2, ApoE3, and ApoE4 and have a worldwide frequency of 8.4, 77.9, and 13.7%, respectively (Liu et al., 2013). These variants encode for proteins that differ at just one or two amino acid residues (Mahley and Rall, 2000) yet have very dissimilar physiological actions and are linked to the clinical outcomes of several medical conditions (Saunders et al., 1993; Teasdale et al., 1997; Laskowitz et al., 1998; Friedman et al., 1999; Jha et al., 2008; Sun et al., 2011). Mice, on the other hand, express only a single ApoE variant; its replacement with any of the human isoforms will also generate different physiological outcomes in response to injury or stress. Consequently, these targeted replacement (TR) mouse models that carry human ApoE variants are increasingly being used to study how ApoE alleles contribute to health and disease within the CNS (Fryer et al., 2005; Castellano et al., 2011).

Apolipoprotein E plays an active role in axonal growth, synaptic formation and remodeling (Xu et al., 2014), and the clearance of apoptotic bodies during neuronal apoptosis (Elliott et al., 2007). Several studies have reported a significant upregulation of ApoE following severe neurological damage such as SCI (Seitz et al., 2003) and traumatic brain injury (TBI) (Iwata et al., 2005). Interestingly, the presence of the ApoE4 isoform is directly associated with worse outcomes after mild and severe TBI (Smith et al., 2006; Mckee and Daneshvar, 2015), is related with early mortality (Jordan et al., 1997), extended coma (Friedman et al., 1999), and is the only known genetic risk factor for sporadic Alzheimer’s Disease (Rebeck et al., 1993). Moreover, clinical studies have examined the possibility that ApoE variants impact functional outcomes after SCI and revealed that the presence of the ApoE4 allele is strongly correlated with significantly worse neurological outcomes and longer hospital stays (Jha et al., 2008; Sun et al., 2011). ApoE4 carriers show less motor recovery during rehabilitation than individuals with other ApoE alleles, as determined by applying the American Spinal Injury Association (ASIA) motor score during rehabilitation (Jha et al., 2008). Despite clinical evidence showing ApoE variants as genetic factors that modulate outcomes after SCI, the cellular and molecular mechanisms by which they influence functional recovery are not understood.

The spontaneous partial recovery of function observed after SCI occurs through neuroplasticity whereby surviving neurons extend projections, forming new, functional neural circuits that bridge the injury. Neuroplasticity is thought to arise through sprouting of axon branches from descending fibers and projection of dendrites and axons from propriospinal neurons in an attempt to connect descending fibers with lower motor neurons; it is also likely that there are cellular changes that strengthen the synaptic connections that remain after trauma or form as a result of spouting (Hutson and Di Giovanni, 2019). Sprouting is followed by pruning, and both events have been documented and provide a logical basis for understanding the cellular processes obligate for neuroplasticity (Goldstein et al., 1997). Other studies have provided compelling evidence of the formation of functioning propriospinal neural circuits that bridge the lesion site after SCI and presumably arise via sprouting (Courtine et al., 2008). Despite the lack of molecular insights as to how ApoE variants influence outcomes after SCI, several studies have suggested that ApoE4 reduces the effectiveness of sprouting. *In vitro* research using neurons from mice expressing human ApoE4 showed impaired neurite outgrowth as compared to those carriers of ApoE2 or ApoE3 variants (White et al., 2001; Seitz et al., 2003). Moreover, ApoE4 mice have been reported to show reduced sprouting after an entorhinal lesion (White et al., 2001).

The influence of ApoE genotype on neuroplasticity, neuronal regeneration, secondary injury, or glial reaction after SCI is unknown. To identify the effects of ApoE variants on outcomes after SCI, we administered a moderate severity mid-thoracic contusion SCI to TR ApoE3 or ApoE4 mice and examined locomotor function as well as histologic markers of neuroplasticity and glial reaction, and changes in gene expression patterns as assessed by RT-qPCR and bulk RNA-seq. Our findings revealed that, after SCI, TR ApoE4 mice show less functional recovery, which is associated with less sprouting and greater glial reaction. Moreover, transcriptomic profiling of the lesion site suggests that the initial response in ApoE4 mice is characterized by inflammation and collagen turnover when compared to ApoE3 mice. Transcriptomic profiles obtained at day 21 post SCI suggest that the reduced potential for neuroplasticity and neuroregeneration observed in ApoE4 mice is manifested at the mRNA level as differences in enriched subcellular processes (SCPs) related to neuronal action potential, neurotrophin signaling, and neuron projection development for TR ApoE3 in comparison to TR ApoE4 SCI mice.

## Materials and Methods

### Animals

All use of live animals was approved by the Institutional Animal Care and Use Committee at James J. Peters Veterans Affairs Medical Center (JJP VAMC) and was conducted in accordance with PHS Policy on Humane Care and Use of Laboratory Animals and the Guide. Human ApoE3 and ApoE4 knock-in mouse models (IMSR_TAC:1549 and 2542), in which the murine ApoE gene was replaced with the coding region for either human ApoE variant (Grootendorst et al., 2005; Wang et al., 2005; Rodriguez et al., 2013), were purchased from Taconic Biosciences Inc., bred at JJP VAMC and housed in a room with controlled photoperiod (12/12 h light/dark cycle) and temperature (23–25°C) with *ad libitum* access to water and pelleted chow.

### Experimental Design

All mice were genotyped by qPCR before weaning using a small tissue sample from the tip of the tail. At 3–5 months of age, animals weighing between 25.3 and 25.9 g for males (Supplementary Figure 1A) and 23.7 and 24.5 g for females (Supplementary Figure 1B) were randomly assigned to SCI or sham-operated groups (Table 1). Experimental design and timeline are provided (Figure 1).

**TABLE 1:** Experimental Group Numbers.

Genotype/procedure	Timepoint		
	7 dpi	14 dpi	28 dpi
ApoE3/sham	*N* = 10M/10 F	*N* = 10 M/10 F	*N* = 10 M/10 F
ApoE4/sham	*N* = 10 M/10 F	*N* = 10 M/10 F	*N* = 10 M/10 F
ApoE3/C-SCI	*N* = 12 M/12 F	*N* = 12 M/12 F	N = 14 M/16 F
ApoE4/C-SCI	*N* = 12 M/12 F	*N* = 12 M/12 F	N = 14 M/16 F

**FIGURE 1:**
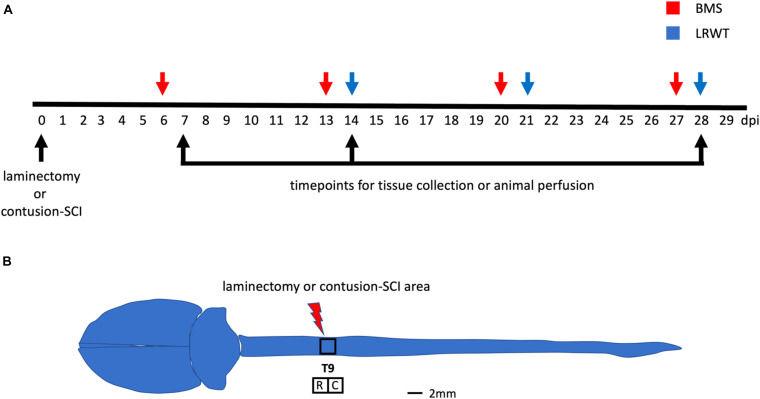
Behavioral examination and anatomical site used for surgical procedures. **(A)** Timeline of surgeries, behavioral testing, and timepoints for tissue collection and animal perfusion. BMS, Basso mouse scale; LRWT, ladder rung walk test. **(B)** Mouse brain and spinal cord, and site of laminectomy or contusion-SCI at thoracic vertebrae 9 (T9). Adapted from Bacskai et al. (2013). Upper black square represents the area for laminectomy-only or contusion-SCI. Lower squares represent segments collected for biochemical studies and for RNA-seq. R, rostral; C, caudal. Scale bar, 2 mm.

### Spinal Cord Injuries

An incomplete SCI was performed after induction of anesthesia by inhalation of 3% isoflurane. Briefly, anesthetized animals were placed on warming blankets heated by recirculating water at 37°C and hair was removed over the thoracic spine. After cleaning the area, sham and SCI animals underwent a laminectomy to expose the dura at thoracic vertebrae 9 (T9). The size of the opening of the vertebral column created by the laminectomy was approximately 2 mm in diameter, was consistent among animals, and gave enough room to allow the impact probe to reach the dura without touching bone, muscles, or other surrounding tissues and thus produce a controlled, reproducible injury. The lateral part of the vertebrae surrounding area of the laminectomy site containing the facets was carefully preserved in order to maintain vertebral column stability. Muscles on the lateral processes of vertebrae T8–T10 were peeled away from bone by blunt dissection permitting the stabilization of the vertebral column using forceps attached to the infinite horizons (IH) clamping platform. For the SCI groups (Table 1), the IH impactor was used to strike and displace the exposed cord through a computer-driven probe connected to a force transducer (Scheff et al., 2003). Both, ApoE3 and ApoE4 animals received a 50 kdyne contusion SCI. The impacting tip was centered from right to left above the exposed cord over the center of the T9 vertebral body to generate an injury affecting the left and right hindlimbs equally. The lesion was confirmed by noting, under a magnifier, symmetric bruises on both sides of the dorsal median sulcus. Parameters obtained from the IH device, such as impact force and cord displacement, were recorded for each animal (Supplementary Figures 1C,D). Muscle was later sutured, and skin was closed using 7-mm wound clips. After surgery, mice were placed in cages with Alpha-Dri bedding (Newco Distributors, Inc.) and allowed to recover on heating pads warmed with recirculating water for 72 h. All animals received pre-warmed lactated Ringers solution (LRS), carprofen, and Baytril post-operatively until fully recovered. Wound clips were removed after 10 days. Urine was manually expressed twice daily by pressing on the bladder with gentle massage until spontaneous voiding was observed; animals were checked for retained urine at least daily for the length of the study.

### Group Numbers and Exclusion Criteria

A summary of the number of mice for each experimental group is shown (Table 1). The criteria for excluding animals from the study included: (i) detection, under a magnifier, of asymmetric bruising of the cord during laminectomy, (ii) awareness of manual slippage at the clamping platform when stabilizing the vertebral column with the IH device forceps, (iii) bone impact, as noted by irregular time versus force curves on the IH software platform and a much higher than expected actual impact force, and (iv) poor or better than expected performance on behavioral tests at 6 days post injury (dpi), reflected by data values three standard deviations below or above the group mean. In addition, other criteria for excluding spinal cord tissues after euthanasia included: (i) faulty animal/tissue perfusion and (ii) failure to maintain the integrity of the tissue for vibratome processing.

### Behavioral Testing

Functional recovery after laminectomy/SCI was tested using the Basso Mouse Scale (BMS) open-field test (Basso et al., 2006) and the ladder rung walk test (LRWT) (Cummings et al., 2007), at the timepoints specified (Figure 1A). The BMS locomotor score is a well-established method for evaluating the severity of impairments in locomotor function after SCI, whereas the LRWT is useful for evaluating coordinated stepping and fine motor skills. The BMS open-field locomotor function test was performed in a commercial 36-inch diameter kiddie pool with a plexiglass bottom. Animals were recorded with a GoPro camera while being observed moving about the pool. BMS locomotor function was scored on a nine-point scale by blinded observers, as described previously (Basso et al., 2006). For LRWT scores, animals were placed at one end of a commercially available ladder for mice and observed as they attempt to explore and cross the ladder (Cummings et al., 2007). Briefly, the apparatus consists of a horizontal ladder beam with 74 rungs suspended 20 inches above the surface with escape boxes at both ends of the ladder. The ladder has 4 mm diameter rungs spaced 12 mm apart. The animals were recorded using a GoPro camera located under the ladder that was moved manually to keep the animal in-frame. Videos were reviewed by two blinded observers who recorded the number of correct steps and errors. Animals were familiarized with the kiddie pool and LWRT apparatus a week prior to the surgeries. Animals were also gently handled and scruffed during the week before surgeries to familiarize them with staff and the sensations of being handled.

### Tissue Harvest

At time of euthanasia (7, 14, or 28 dpi), three to five animals per group (Table 1) were randomly selected to undergo perfusion-fixation under a deep surgical plane of anesthesia that was achieved using 100 mg/kg of ketamine and 30 mg/kg of xylazine intraperitoneally. Mice were euthanized by transcardial perfusion with sterile saline and then fixed using ice-cold 4% paraformaldehyde (PFA) in 0.1 M phosphate-buffered saline (PBS). After perfusion, spinal cords were removed and post-fixed in 4% PFA for 48 h, transferred to sterile PBS, and stored at 4°C until sectioning. Fresh spinal cord tissues from the remaining animals of each group (Table 1) were collected after inducing deep anesthesia achieved by inhalation of 3% isofluorane followed by decapitation. Either a block 4 mm in length containing the injury epicenter or ∼2 mm sections rostral and caudal from the epicenter were collected and snap frozen in liquid nitrogen and then stored at −80°C for biochemical analysis; tissues from comparable areas of spinal cords of sham-controls were also collected. A diagram of mouse spinal cord and segments dissected is depicted in Figure 1B.

### Immunofluorescence Staining

Transverse 30-μm sections of perfusion-fixed male spinal cords were cut with a vibratome (Leica) and used for immunofluorescence (IF) staining for proteins of interest. Details regarding antibodies used for these studies are shown in Table 2. Immunostaining was performed for: (i) GAP-43 (dil 1:500, Abcam, #ab16053), a marker of regenerating axons used to identify sprouting; (ii) growth cone formation by using 2G13 (dil 1:500, Novus # NB600-785); (iii) presynaptic vesicles using synaptophysin (dil 1:500, Novus # NBP2-25170); (iv) astrocyte activation through staining with GFAP (dil 1:500, Abcam #ab7260); and (v) macrophages and microglia by labeling IBA-1 (dil 1:500, Abcam # ab178846), as previously described (Perez-Garcia et al., 2018). Secondary antibodies Alexa Fluor 488-conjugated goat anti-mouse IgG (Abcam # ab150113) and Alexa Fluor 647-conjugated goat anti-rabbit IgG (Abcam # ab150079) were used at a dilution of 1:2500. Immuno-stained sections were imaged with a Zeiss 700 confocal microscope (Carl Zeiss). For quantitative measurements, representative injured spinal cord images from four SCI male mice per genotype were captured. Blinded quantification was performed using ImageJ software (version 2.1.0/1.53c, National Institute of Health, United States). Integrated density of pixels was measured in representative areas of the ventral horn from each section, as previously described (Oliveira et al., 2004). The integrated pixel density was calculated for each section of the spinal cord, and then a mean value for each spinal cord was calculated. Maximum background threshold was determined for each image and set for intensity quantification. The data are represented as the mean ± SEM. The fluoromyelin staining was performed according to the manufacturer’s protocol (FluoroMyelin green, ThermoFisher) using slices from the epicenter and 300 μm cephalad from the injury site.

**TABLE 2:** Antibodies for immunohistochemistry.

Antibody name	Isotype and host	Catalog number	Concentration	RRID
Anti-2G13 antibody	IgM monoclonal, host mouse	Novus, NB600-785	1:500	AB_10000745
Anti-GAP43 antibody	IgG polyclonal, host rabbit	Abcam, ab16053	1:500	AB_443303
Anti-GFAP antibody	IgG polyclonal, host rabbit	Abcam, ab7260	1:500	AB_305808
Anti-IBA1antibody	IgG Monoclonal, host mouse	Abcam, ab178846	1:500	AB_2636859
Anti-synaptophysin antibody	IgG polyclonal, host rabbit	Novus, NBP2-25170	1:500	AB_2814699
Alexa-488 anti-mouse	IgG polyclonal, host goat	Abcam, ab150113	1:2500	AB_2576208
Alexa-647 anti-rabbit	IgG polyclonal, host goat	Abcam, ab150079	1:2500	AB_2722623

### RNA Extraction, Reverse Transcription, and qPCR

Total RNA was extracted from spinal cord segments. TRIzol reagent (ThermoFisher) was used to extract total RNA from samples from shams and SCI ApoE3 and ApoE4 male mice collected at 14 dpi following the manufacturer’s instructions and methods previously described (Toro et al., 2018). Total RNA concentrations were determined by absorbance at 260 nm using a Nanodrop spectrophotometer (Thermo Scientific), and later transcribed into cDNA in a volume of 20 μl using Omniscript reverse transcriptase (Qiagen). The mRNAs of interest were measured using the PowerUp SYBR Green Master Mix (Thermofisher). Primers (Table 3) were designed with help of the Primer Blast program from NCBI. All PCR reactions were carried out using a QuantStudio 12K Real-Time PCR system (Life Technologies) in a 10 μl volume, with 1 μl of cDNA, 1 μl of primers (10 μM stock), 3 μl of molecular grade H20, and 5 μl of SYBR Green. The PCR reaction was performed using the following conditions: 95°C for 5 min, followed by 40 cycles of 15 s at 95°C and 60 s at 60°C. Formation of a single SYBR Green-labeled PCR amplicon was verified by running a melting curve analysis. Threshold cycles (CTs) for each PCR reaction were identified by using the QuantStudio 12K Flex software. To construct standard curves, serial dilutions were used from 1/2 to 1/512 of a pool of cDNAs generated by mixing equal amounts of cDNA from each sample. The CTs from each sample were compared to the relative standard curve to estimate the mRNA content per sample; the values obtained were normalized for procedural variations using peptidylprolyl isomerase A (Ppia) mRNA as the normalizing unit.

**TABLE 3:** Primer sequence for RT–qPCR.

Gene	Forward primer	Reverse primer	Product length (bp)	RefSeq
Gfap	AGAGAACAACCTGGCTGCGT	TGGCTTGGCCACATCCATCT	193	NM_001131020.1
Gap43	GGAGGAGCCTAAACAAGCCGA	CATCCTGTCGGGCACTTTCC	185	NM_008083.2
Ndor1	ACTCCGTGGCGAATCTCATT	CCGAGGCCTAGGACAGCAAA	138	NM_001082476.2
Nrp1	TTCCAGCTCACAGGAGGCAC	TTGTGAGAGCCCCAGCCAAA	122	NM_001358959.1
Mmp9	CTGGTGTGCCCTGGAACTCA	CACGTCGTCCACCTGGTTCA	140	NM_013599.4
Ppia	TGGTCAACCCCACCGTGTT	CCACCCTGGCACATGAATCCT	193	NM_008907.2
Slc6a3	CAAGAGCGGGAGACCTGGAG	CAGGTAGGGCACCAGGAAGG	138	NM_001044.5
Snap25	AGGCAAATGCTGTGGCCTTTT	TCTGCTCCCGTTCATCCACC	137	NM_001291056.1
Tgm2	GGGGCCTTCTCATCGAACCA	CAGCCACCAGTTTGCGGTTT	126	NM_009373.3

### Transcriptomic Profiling by RNA Sequencing

Total RNA was extracted, as described above, from spinal cord segments containing the lesion site (∼4 mm), from male mice at 7 and 21 days post SCI (*N* = 3 per genotype and timepoint). RNA integrity was checked by an Agilent 2100 Bioanalyzer using the RNA 6000 Nano assay (Agilent). All processed samples had a RIN value ≥ 9. The seq library was prepared with a standard TruSeq RNA Sample Prep Kit v2 protocol (Illumina), as described previously (Mariottini et al., 2019). Size and concentration of the RNA-seq libraries were measured by the Agilent 2100 Bioanalyzer using the DNA 1000 assay (Agilent) before loading onto the sequencer. RNA libraries were sequenced on the Illumina HiSeq 2000 System with 100 nucleotide single-end reads, according to the standard manufacturer’s protocol (Illumina). For RNA-seq data analysis, Star 2.5.4b and bowtie2 2.1.0, samtools 0.1.7, and cufflinks 1.3.0 were used as described previously (Stillitano et al., 2017; Hansen et al., 2019; Mariottini et al., 2019). Before read alignment, we identified the sample with the lowest read counts (16,726,861 reads) and down-sampled all other samples to the same number of read counts by randomly removing excessive reads (Supplementary Figure 4A) to prevent distortion of RNA-seq results by read count imbalances, as described previously (Stillitano et al., 2017). The percentage of reads that were successfully aligned to the mouse reference genome was higher than 95% with the exception of one replicate that achieved an alignment success rate of ∼74% (Supplementary Figure 4B). Differentially expressed genes (DEGs) were identified based on a maximum false discovery rate (FDR) of 5% and a minimum fold change of log_2_((FPKM_*condition1*_ + 1)/(FPKM_*condition2*_ + 1)) ≥ ± log_2_(1.3) (Supplementary Table 1). Upregulated and downregulated genes were submitted to pathway enrichment analysis using Fisher’s exact test and the Gene Ontology Biological Processes 2018 library downloaded from enrichR (Chen et al., 2013) (Supplementary Table 2). FDRs were calculated based on the Benjamini–Hochberg adjustment. For each list of the upregulated and downregulated genes, we ranked the predicted SCPs by significance. Significance *p*-values were transformed into –log_10_(*p*-values) and visualized as bar diagrams.

### Statistical Analysis

All statistical evaluations were performed with one-way or two-way mixed model analysis of variance (ANOVA), as indicated on the figure legends. Post-ANOVA comparisons were done using either Bonferroni’s multiple comparisons test of significance (for behavior, or Tukey’s multiple comparison test (for biochemistry). All statistical tests were two-tailed and conducted at a 5% significance level using Prism 8 software (Graphpad). Values are expressed as mean ± SEM. *P-*values are indicated, when applicable.

## Results

### Generation of an Incomplete SCI Model Using Targeted Replacement Mice Expressing Human ApoE Variants

Studies validating the IH impactor device to produce reproducible contusion SCI in mice have been previously reported (Scheff et al., 2003; Nishi et al., 2007). However, models of SCI using TR ApoE3 and ApoE4 mice have not been characterized. We therefore established a reproducible IH-generated contusion-SCI in these TR mice. Data from the actual impact force and spinal cord displacement using ApoE3 and ApoE4 mice from both genders at similar ages and comparable weights were collected (Supplementary Figures 1A–D). The data were consistent between genders and across ApoE variants. In addition, evaluation of the extent of white matter damage after SCI, measured by fluorescent myelin stain, showed no significant differences between genotypes at the epicenter or up to 300 μm above the epicenter (Supplementary Figure 2).

### Functional Recovery Is Greatly Impaired in ApoE4 SCI Mice

Functional recovery after a laminectomy (sham controls) or a moderate-severe contusion SCI was evaluated on a weekly basis by the BMS open-field test (Basso et al., 2006) starting at 6 dpi and continuing up to 27 dpi (Figure 1A). Sham animals from both genders and ApoE genetic backgrounds showed the maximum possible BMS scores at all timepoints, as expected (Supplementary Figure 3A). ApoE3 and ApoE4 SCI male mice showed similar BMS scores at 6 dpi. However, at 13 dpi, the scores for ApoE3 animals were significantly higher than for ApoE4, reaching a more than one-and-half point difference in functional improvement. These differences were also significant at 20 and 27 dpi with BMS scores again being higher at these timepoints for ApoE3 animals compared to ApoE4 mice (Figure 2A). Similar outcomes were observed in females although changes seemed to be slightly smaller. Differences were not noted at 6 dpi, but starting at 13 dpi, ApoE3 females recovered significantly more than ApoE4 females (Figure 2B). The largest difference was observed also at 13 dpi, with a more than one-and-half BMS point difference between genotypes; scores at 20 and 27 dpi were also significantly higher for ApoE3 females when compared to ApoE4 females. No significant gender differences were observed between genotypes by BMS test [two-way ANOVA, gender effect, *p* = 0.38, *F*(1,28) = 0.786 for ApoE3, and *p* = 0.83, *F*(1,28) = 0.0467 for ApoE4].

**FIGURE 2:**
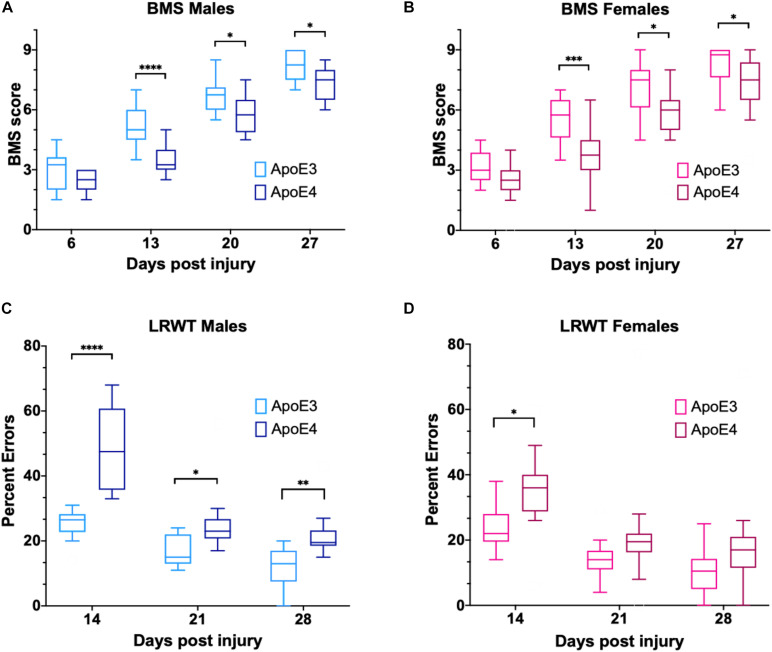
Changes in locomotor function over time for ApoE3 and ApoE4 SCI mice. Weekly BMS evaluation for ApoE3 and ApoE4 **(A)** male and **(B)** female mice starting at 6 and up to 27 days post SCI. Weekly LRWT starting at 14 days for ApoE3 and ApoE4 **(C)** male and **(D)** female mice. BMS scores range between 0 and 9; LRWT is expressed as percent of foot placement errors. Box-and-whisker diagram represents the median, third quartile (upper box) and first quartile (lower box), and minimum and maximum values (whiskers) of the data. Statistical analysis was performed using a two-way mixed model ANOVA followed by a Bonferroni’s *post hoc* test. *p < 0.05; **p < 0.005, ***p < 0.001, and ****p < 0.0001. *N* = 14 for males and *N* = 16 for females.

Ladder rung walk test was performed weekly starting at 14 dpi to complement BMS studies and to evaluate the improvement of fine-motor skills (Cummings et al., 2007). The data demonstrated that while all sham animals behaved like uninjured animals (Supplementary Figure 3B), at 14, 21, and 28 dpi, ApoE4 SCI male mice had a significantly higher percentage of foot placement errors, which are negative stepping events such as dragging, slipping, or missing a rung, compared to animals with the ApoE3 variant (Figure 2C). Females showed similar results with a significant main effect for genotype and time; the only significant pair-wise difference was observed at 14 dpi, albeit a trend toward worse function in ApoE4 mice was also observed at 21 and 28 dpi (Figure 2D). No significant gender differences were observed between genotypes by LRWT [two-way ANOVA, gender effect, *p* = 0.12, *F*(1,30) = 2.61 for ApoE3, and *p* = 0.27, *F*(1,26) = 1.26 for ApoE4].

### Differences in Neurite Sprouting, Glial Activation, and Synaptic Vesicle Markers Between ApoE Genotypes at the Lesion Site After SCI

Immunofluorescence examination of the injured spinal cord at 14 dpi, a timepoint at which changes in functional recovery were maximal between ApoE variants, was performed to assess differences in labeling for proteins associated with neuroregenerative processes such as neurite sprouting, growth cone development, and gliosis. A marker for synaptic vesicles was also tested on samples at 28 dpi to investigate changes when locomotor function maximally recovered in both ApoE3 and ApoE4 SCI animals. In addition, these studies were focused on differences at the ventral horn region within transverse sections containing cell bodies of lower motor neurons.

Immunostaining for growth-associated protein (GAP43), known to modulate axonal growth and neuronal plasticity (Koshi et al., 2010), was dramatically increased within ApoE3 sections when compared to ApoE4 at 14 dpi (Figure 3A). Similarly, when compared to ApoE4 mice, an increased expression was observed in ApoE3 mice for 2G13, a growth cone marker associated with the filamentous actin skeleton at 14 dpi (Stettler et al., 1999; Maier et al., 2008) (Figure 3B). When compared to ApoE4 mice, increased staining was also observed in ApoE3 mice for the synaptic vesicle protein synaptophysin at 28 dpi (Figure 3C). Here, IF-stained regions were dramatically increased in ApoE3 sections compared to ApoE4. Conversely, detection of glial markers, specifically for reactive astrocytes by staining glial fibrillary acidic protein (GFAP), and macrophage and microglia by staining for ionized calcium binding adaptor molecule 1 (IBA-1), were dramatically increased in sections from ApoE4 mice compared to those from ApoE3 mice at 14-dpi (Figures 3D,E).

**FIGURE 3:**
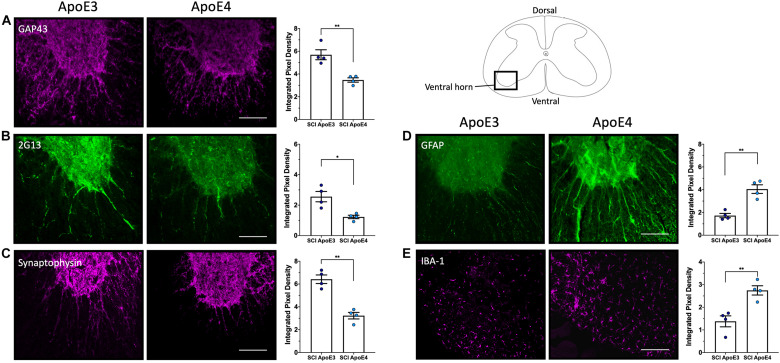
Differences in neurite outgrowth, developing growth cones, presynaptic vesicles, reactive astrocytes, and microglia between TR Apo3 and ApoE4 SCI mice. Immunofluorescence staining of transverse 30-μm sections from the lesion site was used to detect: **(A)** a neurite outgrowth marker (GAP43) and **(B)** a growth cone development marker (2G13) at 14 dpi; and to label differences in **(C)** a synaptic vesicle marker (synaptophysin) at 28 dpi. Immunofluorescence staining was also performed to detect **(D)** a reactive astrocyte marker GFAP and **(E)** a macrophage and microglia marker IBA-1 at 14 dpi for ApoE3 and ApoE4 SCI male mice. Blinded quantification of immunolabeling by integrated pixel density (right of each panel) was performed for spinal cord sections and showed significant differences between ApoE genotypes. All images were focused on the ventral horn; quantifications were analyzed separately using left and right ventral horn of one section per animal for each genotype. The average of values from the left and right anterior horn was used in subsequent calculations. Images displayed in the figures are representative examples from four male SCI animals per ApoE genotype. Objective 20X. Scale bar, 100 μm. Bar plots represented as the mean ± SEM (unpaired *t*-test followed by Mann–Whitney; ^∗∗^*p* < 0.005, ^∗^*p* < 0.01; *N* = 4).

### Differences in mRNA Levels for Genes Related to Neuroplasticity, Astrogliosis, and Repair Between ApoE Genotypes After SCI

Dramatic changes in mRNA levels have been reported in the spinal cord after trauma in mice carrying murine ApoE (Liu et al., 2012; Turner et al., 2014; Chen et al., 2015; Mukhamedshina et al., 2017). To test for differences in gene expression between ApoE genotypes, RT-qPCR experiments were run using tissues from ApoE3 and ApoE4 male mice at 14 dpi (Figure 4). mRNA levels of NADPH-dependent diflavin oxidoreductase 1 (Ndor1) were significantly lower in ApoE4 compared to ApoE3 tissues obtained from the rostral half of the lesion site (Figure 4A). Similar changes were observed for neuropilin 1 (Nrp1) (Figure 4B), as well as for the neurite growth marker Gap43 (Figure 4C). In contrast, mRNA levels of matrix metallopeptidase 9 (Mmp9) were higher in ApoE4 compared to ApoE3 tissues from the rostral half of the lesion site (Figure 4D). Several other significant changes were observed within the caudal half of the lesion site. Higher mRNA levels for genes that code for transglutaminase (Tgm2) (Figure 4E) and for astrocytic protein GFAP (Figure 4F) were found in ApoE4 compared to ApoE3 tissues. Conversely, levels of the dopamine transporter gene Slc6a3 (Figure 4G) and synaptosomal-associated protein 25 (SNAP25) (Figure 4H) were found to be significantly lower in ApoE4 compared to ApoE3 tissues obtained from the caudal half of the lesion site.

**FIGURE 4:**
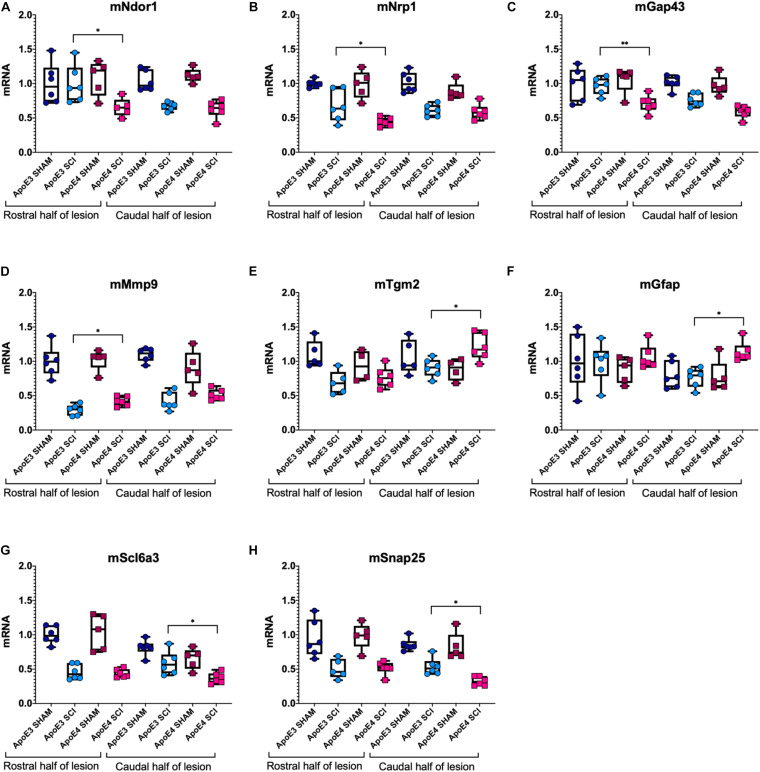
Variations in mRNA levels for genes related to neuroplasticity, synaptic vesicle trafficking, and gliosis between ApoE genetic backgrounds after SCI. RT-qPCR was performed using male ApoE3 and ApoE4 spinal cord tissues at 14 dpi. Levels of **(A)** Ndor1, **(B)** Nrp1, **(C)** Gap43, **(D)** Snap25, **(E)** Tgm2, **(F)** GFAP, **(G)** Slc6a3, and **(H)** Mmp9 were detected for laminectomy-only (SHAM), and for SCI animals (SCI) expressing ApoE3 or ApoE4 genotypes. Samples contained either the caudal or the rostral half of the lesion site (Figure 1), and data were normalized to each ApoE3 caudal Sham. Box-and-whisker diagram represents the median, third quartile (upper box) and first quartile (lower box), and minimum and maximum values (whiskers) of the data. *N* = 5–6, one-way ANOVA followed by Tukey’s multiple comparisons test ^∗^*p* < 0.05; ^∗∗^*p* < 0.005.

### Differences in Spinal Cord Transcriptomic Profiles Between ApoE3 and ApoE4 SCI Mice

A deeper and unbiased understanding regarding the mechanisms responsible for the differences in functional recovery observed between ApoE variants was sought through RNA-seq followed by a bioinformatic analysis. 

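RNA-seq of the lesion segments was deposited as FPKM values (fragments normalized to transcript length and to the number of fragments) for 4 groups, male ApoE3 and ApoE4 targeted replacement mice at 7 and at 21 dpi. These mice carry a human ApoE isoform in place of the mouse gene. The paper gives N = 3 mice per genotype and time point, whereas the deposited table holds 1 value per gene for each group. No spread between mice can be computed from it, so none of the differences between groups has a replicate check. The authors down-sampled every library to 16726861 reads before alignment with STAR 2.5.4b and bowtie2 2.1.0, and used cufflinks 1.3.0 for the values and the comparison of genotypes. The number of reads behind each gene is unknown, since FPKM values do not keep it. More than 95% of the reads aligned in each replicate but 1, in which the paper gives about 74%, and the paper's text does not name the group of that replicate. The deposited values are FPKM plus 1, and 1 was subtracted to give the FPKM printed here. Each ratio is log2((FPKM ApoE3 + 1)/(FPKM ApoE4 + 1)), the paper's own scale, which understates the change of genes with low values. A positive ratio means higher in ApoE3. DEGs were counted as in the methods, with the authors' q-value of at most 0.05 and a fold change of at least 1.3.
The table leaves the genotype of its value columns open to a second reading. Each row names the comparison as ApoE3 versus ApoE4, and Supplementary Table 1 and Fig. 5 read a positive value as higher in ApoE3. The numbering of the columns would instead pair the numerator with the ApoE4 group. The paper's reading was used throughout, and every direction between genotypes would be the opposite under the other one.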

Total RNA was extracted from spinal cord segments at the lesion site (∼4 mm) from male mice at 7 days post SCI (when functional recovery has begun) and 21 days post SCI (when functional differences between genotypes are well established). Total RNA was extracted from spinal cord segments at the lesion site (∼4 mm) from male mice at 7 days post SCI (when functional recovery has begun) and 21 days post SCI (when functional differences between genotypes are well established). DEGs were identified between both genotypes at each timepoint. The magnitude of change and number of DEGs that differed between ApoE variants was reported at 7 (Figure 5A) and at 21 dpi (Figure 5B) and showed considerable differences at the latter timepoint, where only 36 DEGs were significantly more highly expressed in ApoE3 mice compared to the 334 that were significantly more highly expressed in ApoE4 mice.

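At 7 dpi, 14125 genes were listed, of which 213 were higher in ApoE4 and 159 were higher in ApoE3. At 21 dpi, 11472 genes were listed, of which 334 were higher in ApoE4 and 36 were higher in ApoE3. Supplementary Table 1 holds the same numbers of DEGs. The symbols matched for all of them except 1 of the 159, which is written there as a date. The median absolute log2 ratio of the DEGs at 7 dpi was 0.51 for those higher in ApoE4 and 0.50 for those higher in ApoE3. At 21 dpi it was 0.68 for those higher in ApoE4 and 2.19 for those higher in ApoE3. A fold change of at least 2 gave 12 in ApoE4 and 23 in ApoE3 at 7 dpi, and 81 in ApoE4 and 34 in ApoE3 at 21 dpi. Without the genes of the lists for muscle, liver, sensory ganglion neurons, Schwann cells and erythrocytes, 19 were higher in ApoE3 at 21 dpi. These lists were written after Supplementary Table 1, which holds the same DEGs, was read, so that fall is partly built in.
Among the DEGs at 7 dpi, the largest ratios were those of Serpina3m, with 2.37 FPKM in ApoE3 and 50.7 in ApoE4, and of Apoc2, with 43.01 FPKM in ApoE3 and 3.40 in ApoE4. Serpina3m has close paralogs, between which reads could be split, so its value is uncertain. At 21 dpi, Myl1, with 1.98 FPKM in ApoE3 and 70.9 in ApoE4, and Cldn19, with 18.6 FPKM in ApoE3 and 0.188 in ApoE4, were among the DEGs with the largest ratios. The authors' deposited table gives a q-value of 1.2e-08 for Apoc2 and of 1.5e-06 for Myl1.
The median log2 ratio of genes with a mean FPKM of at least 1 was 0.0018 at 7 dpi and -0.42 at 21 dpi. At 21 dpi, 93.8% of all listed genes were lower in ApoE3, compared to 49.5% at 7 dpi. When this median was subtracted from every ratio and the authors' q-values were kept, 120 genes at 21 dpi were higher in ApoE4 and 36 were higher in ApoE3. Of the DEGs at 21 dpi, 90.3% were higher in ApoE4 without the subtraction and 76.9% with it. The q-values kept here belong to the ratios before the subtraction, which could therefore remove genes higher in ApoE4 but hardly add genes higher in ApoE3. At 7 dpi the subtraction gave 216 genes higher in ApoE4 and 158 higher in ApoE3.

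**Figure D1:**
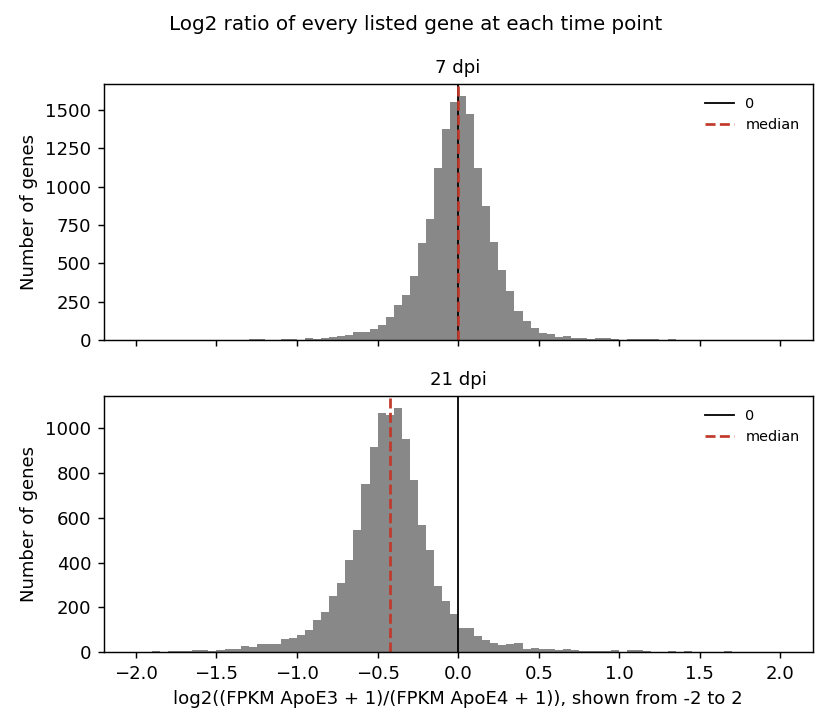
Number of genes (vertical axis) by log2 ratio of FPKM plus 1 between ApoE3 and ApoE4 (horizontal axis, shown from -2 to 2) at 7 dpi (top) and 21 dpi (bottom), with 1 value per gene from each group. The solid line marks 0 and the dashed line the median, which is 0.0018 at 7 dpi and -0.42 at 21 dpi.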

**FIGURE 5:**
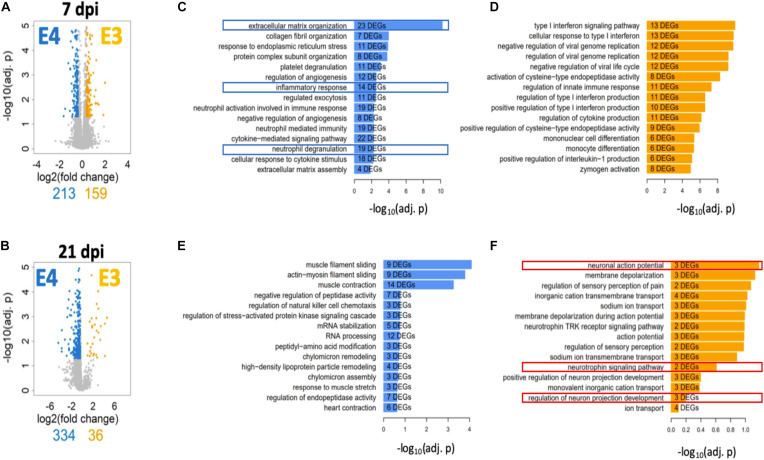
Transcriptome profile at the lesion site for ApoE3 and ApoE4 SCI mice at 7 and 21 dpi. Evaluation of changes in DEGs [FDR 5%, minimum log2(fold change) = ±log2(1.3)] between ApoE4 and ApoE3 at **(A)** 7 and **(B)** 21 dpi. Colored genes indicate those genes that are significantly upregulated in the indicated condition particular condition, if compared to the other condition. Obtained lists of upregulated genes were subjected to pathway enrichment analysis using Gene Ontology Biological Process and Fisher’s exact test, followed by ranking of the predicted pathways by significance. The top 15 ranked pathways are shown for all lists that describe differences between genotypes at both timepoints: **(C)** ApoE4 (vs ApoE3) at 7 dpi, **(D)** ApoE3 (vs ApoE4) at 7 dpi, **(E)** ApoE4 (vs ApoE3) at 21 dpi, and **(F)** ApoE3 (vs ApoE4) at 21 dpi. Numbers of DEGs observed in each particular pathway are shown within the bar for that pathway.

To better understand the biology associated with these sets of DEGs, we identified SCPs represented by DEGs that were upregulated in spinal cord tissue from ApoE4 and ApoE3 SCI mice at 7 and 21 dpi and listed these by rank based on adjusted *p*-values (Figures 5C–F). 

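The DEGs of each time point had few genes in common with those of the other. In all, 13 genes were DEGs at both time points, with 8 of them higher in ApoE4 at both and 5 higher in ApoE3 at 7 dpi and in ApoE4 at 21 dpi. None was higher in ApoE3 at both. Most listed genes were lower in ApoE3 at 21 dpi, so these directions partly reflect that shift. Relative to the median of all genes, 38 of 122 DEGs higher in ApoE3 at 7 dpi and listed at 21 dpi kept their direction. Of those higher in ApoE4 at 7 dpi, 94 of 162 kept it. Across 10864 genes with a mean FPKM of at least 1, the log2 ratio at 7 dpi had a Pearson correlation of -0.071 and a Spearman correlation of -0.056 with that at 21 dpi. These correlations are across genes, which are not independent replicates. The copy of Supplementary Table 2 used here holds 15 SCPs for each list except that for ApoE4 at 21 dpi, where it holds 12 of the paper's 15. No SCP of the 3 complete lists was in more than 1 of them.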

Of note, very different SCPs were found to be upregulated for each genotype and timepoint. SCPs related to extracellular matrix organization, inflammatory response, and neutrophil degranulation were found for ApoE4 at 7 dpi (Figure 5C). In contrast, for ApoE3 at 7 dpi, the SCPs that were upregulated included functions such as endopeptidase activity, immune response, and monocyte differentiation (Figure 5D). Moreover, at day 21, the SCP for ApoE4 included high-density lipoprotein particle remodeling, and chylomicron assembly and remodeling (Figure 5E), whereas for ApoE3 at 21 dpi, the most upregulated SCPs included neuronal action potential, neutrophil signaling pathway, and regulation of neuron projection development (Figure 5F).

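All 23 DEGs that Supplementary Table 2 gives for extracellular matrix organization passed the thresholds in the deposited values, with log2 ratios from -1.26 to -0.40. The authors called the DEGs of every SCP by these same thresholds. That all passed was thus fixed in advance, and their ratios are bounded by the selection. Thbs1 had 15.7 FPKM in ApoE3 and 32.9 in ApoE4, Tnc had 55.2 and 96.6, and Col10a1 had 2.74 and 7.98. For inflammatory response, all 14 DEGs passed, with a median log2 ratio of -0.51. Ccl2 had 4.78 FPKM in ApoE3 and 8.23 in ApoE4, and Cebpb had 21.6 and 37.4. For neutrophil degranulation, all 19 DEGs passed, with a median log2 ratio of -0.52. Arg1 had 16.5 FPKM in ApoE3 and 39.0 in ApoE4, Cfp had 25.6 and 45.5, and Cd36 had 1292 and 1805. Of these 19 genes, 1 is in a list of 16 neutrophil marker genes and 1 in a list of 15 monocyte and macrophage marker genes. A fold change of at least 2, an alternative chosen after the data were seen, moved these SCPs most and left 3 DEGs for extracellular matrix organization, 2 for inflammatory response and 2 for neutrophil degranulation. The paper's FDR in Supplementary Table 2 is 6.4e-11 for extracellular matrix organization, 0.0031 for inflammatory response and 0.0058 for neutrophil degranulation.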

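For monocyte differentiation, the 6 DEGs of Supplementary Table 2 were Ifi203, Ifi204, Ifi205, Ifi206, Ifi209 and Ifi211, with log2 ratios from 0.61 to 1.23. Ifi203 had 93.9 FPKM in ApoE3 and 58.2 in ApoE4, and Ifi206 had 7.12 and 2.46. These genes belong to 1 family. In the RefSeq annotation of GRCm38.p6 they lie on 1 chromosome within a run of 12 protein-coding genes. Reads could be split between such paralogs, so their separate values are uncertain. The same 6 genes were among the 8 DEGs of activation of cysteine-type endopeptidase activity, where Cyfip2 and Perp were the others. They were also among the 11 DEGs of regulation of innate immune response, which also included Gbp5, Parp9, Stat2 and Usp18. Of the 15 SCPs that Supplementary Table 2 gives for ApoE3 at 7 dpi, 13 included at least 1 of these 6 genes. The first of them, type I interferon signaling pathway, held none. Its 13 DEGs had a median log2 ratio of 1.06, with 373 FPKM in ApoE3 and 160 in ApoE4 for Ifit3, and 19.7 and 6.64 for Oasl1. All DEGs of these 4 SCPs passed the thresholds in the deposited values, which was again fixed in advance. With a fold change of at least 2, chosen after the data were seen, 1 DEG was left for each of the other 3 SCPs and 7 for type I interferon signaling pathway. At 21 dpi, 9 of the 13 interferon DEGs were listed, and all 9 lay below the median of all genes.

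**Figure D2:**
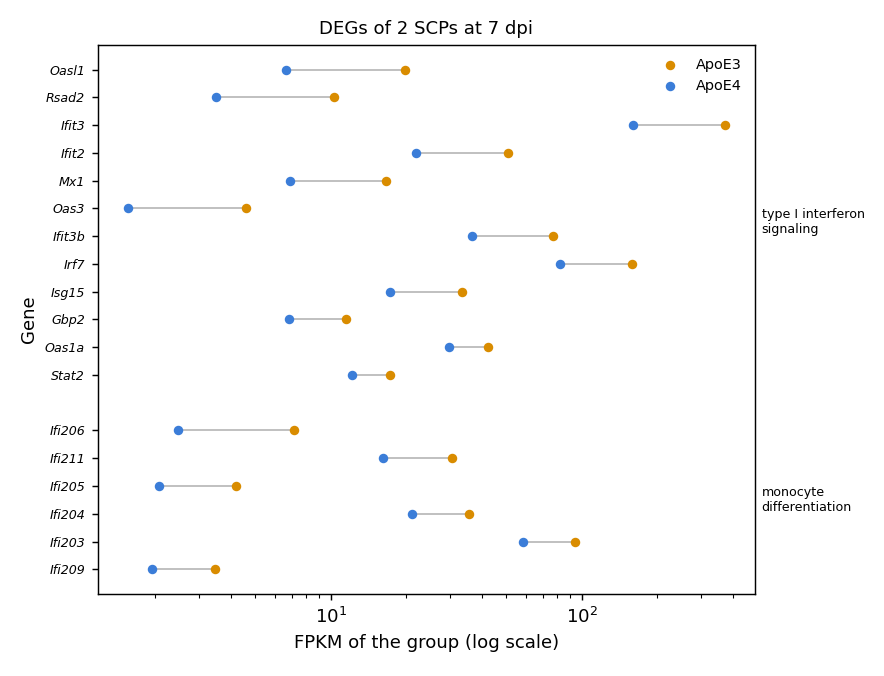
FPKM (horizontal axis, log scale) at 7 dpi of DEGs of type I interferon signaling pathway (top) and monocyte differentiation (bottom), with 1 point per gene for ApoE3 (orange) and ApoE4 (blue). All genes drawn are higher in ApoE3.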

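At 21 dpi, the 4 DEGs of high-density lipoprotein particle remodeling were Alb, with 0.0931 FPKM in ApoE3 and 5.36 in ApoE4, Apoa1, with 1.61 and 7.40, Apoa2, with 5.38 and 59.2, and Apoc3, with 3.03 and 29.2. Apoa1, Apoa2 and Apoc3 were also the 3 DEGs of both chylomicron SCPs. None of these 4 genes was listed at 7 dpi. The paper's FDR is 0.164 for each of these 3 SCPs. All 4 genes are in a list of 27 liver genes, of which 20 were listed at 21 dpi and all 20 were higher in ApoE4.
For ApoE3, the 3 DEGs of neuronal action potential were sodium channel genes. Scn10a had 20.1 FPKM in ApoE3 and 0.153 in ApoE4, Scn11a had 4.46 and 0.0906, and Scn7a had 4.80 and 0.630. The authors' deposited table gives a q-value of 0.041 for Scn10a and of 0.0021 for Scn11a. Fig. 5F and Supplementary Table 2 list neurotrophin signaling pathway, whose DEGs included Ngfr, with 8.09 FPKM in ApoE3 and 1.91 in ApoE4. Those of regulation of neuron projection development included Ngfr and Avil, with 39.1 FPKM in ApoE3 and 1.20 in ApoE4. The paper's FDR is 0.066 for neuronal action potential, 0.246 for neurotrophin signaling pathway and 0.639 for regulation of neuron projection development. Without the genes of the lists for skeletal muscle, liver, sensory ganglion neurons, Schwann cells and erythrocytes, 1 DEG of neuronal action potential remained and none of the other 5 SCPs kept any.

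**Figure D3:**
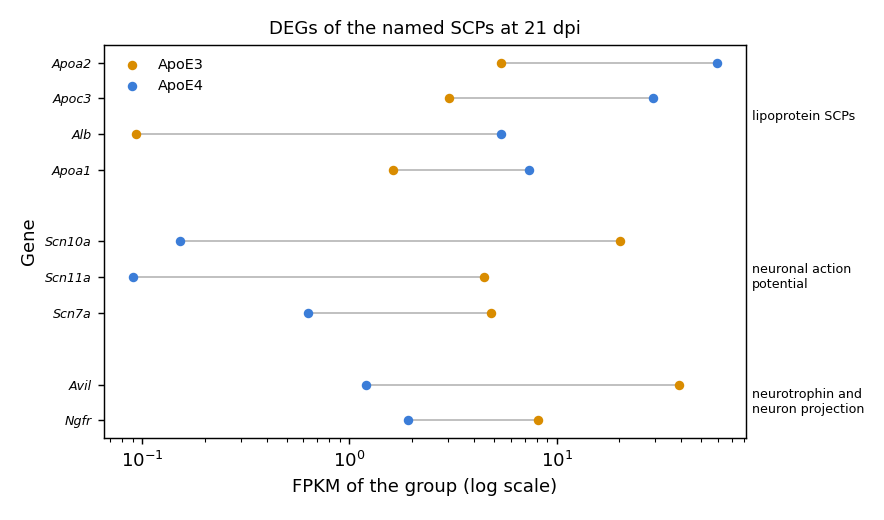
FPKM (horizontal axis, log scale) at 21 dpi of DEGs of the lipoprotein SCPs (top), neuronal action potential (middle) and the neurotrophin and neuron projection SCPs (bottom), with 1 point per gene for ApoE3 (orange) and ApoE4 (blue). The 4 lipoprotein genes are higher in ApoE4 and the other genes drawn are higher in ApoE3.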

## Discussion

The present study explored the role of natural variations of the gene that encodes for human ApoE in determining functional recovery in an animal model after SCI. This novel mouse model provides a clinically relevant starting point for unraveling the mechanisms by which ApoE4 worsens locomotor recovery.

Data from the BMS open-field test indicated that the rate and extent of recovery of locomotor function were lower in ApoE4 animals, regardless of gender, after a moderately severe thoracic SCI compared to ApoE3 mice. In addition, LRWT demonstrated reduced fine motor skills in ApoE4 versus ApoE3 mice. Overall, these differences in behavioral outcomes between TR ApoE3 and ApoE4 mice recapitulate the impaired recovery of function that has been reported in persons with SCI who carry one or two ApoE4 alleles (Jha et al., 2008; Sun et al., 2011).

Given that males account for approximately 80% of patients with SCI (National Spinal Cord Injury Statistical, 2020) and because differences in functional recovery between ApoE genotypes appeared to be largest at 14 dpi, and changes were more evident in males than females, we focused our histological and biochemical studies using tissues at this timepoint. Several kinds of evidence from IF studies of the lesion site support greater neuroplasticity in ApoE3 TR mice. Our histological studies using ApoE3 sections at 14 dpi revealed a greater staining and significant differences for markers of neurite outgrowth and growth cone development by the use of antibodies against GAP43 and 2G13, respectively, as compared to ApoE4. The data suggest that while injured ApoE3 animals demonstrate histologic findings of neuroplasticity, ApoE4 mice either suppress or confer a loss of function for sprouting after SCI. Moreover, we observed a significant increase of the synaptic vesicle marker, synaptophysin, on ApoE3 sections at 28 dpi, a time when substantial locomotor recovery has occurred in this mouse SCI model. Because synaptophysin has been linked to synapse formation and synaptic vesicle trafficking (Tarsa and Goda, 2002; Kwon and Chapman, 2011), these data suggest that not only sprouting but also synapse formation and synaptic vesicle trafficking is higher in injured spinal cords of animals’ carriers of the ApoE3 variant compared to ApoE4.

Conversely, it is well known that in response to SCI, astrocytes change from a basal state into a reactive state, and that tissue damage leads to the recruitment of inflammatory cells, which at later timepoints are mainly macrophages and microglia, into the injury site. This process is characterized by morphological changes and functional alterations. Our data demonstrated that appearance of reactive astrocytes, detected by GFAP, was highly and significantly increased at the injury site of ApoE4 samples at 14 dpi when compared to ApoE3. In a similar fashion, staining of macrophages and microglia, when examined by IBA-1, was strongly augmented at 14 dpi in ApoE4 tissues as compared to ApoE3 tissues. The difference in GFAP staining intensity between ApoE3 and ApoE4 tissues is consistent with previous reports that suggest that GFAP has an active role in suppression of neuronal proliferation and neurite extension in the brain, and that astrocytes form a physical barrier to isolate damaged tissue (Brenner, 2014). On the other hand, increased IBA-1 staining in ApoE4 compared to ApoE3 at 14 dpi suggests prolonged and/or greater inflammatory responses and infiltration of immune cells that may be detrimental to the formation of new neuronal connections and sprouting (Wu et al., 2005; Miller et al., 2012).

To complement the histologic findings and study possible differences in mRNA expression of genes related to neuroplasticity and gliosis between ApoE genotypes after SCI, we ran a targeted analysis of mRNA expression using spinal cord segments at the lesion site from sham-operated and SCI male mice at 14 dpi. Consistent with the histological changes reported in ApoE4 samples compared to those from ApoE3, our data confirmed a reduced expression of genes that code for proteins whose functions are related to neuroplasticity through axon growth (Ndor1) (Waller et al., 2017), pruning of corticospinal tract fibers required for motor recovery (Nrp1) (Nakanishi et al., 2019), neurite growth marker Gap43, synaptic vesicle cycling (Snap25) (Antonucci et al., 2016), and dopamine transport via Slc6a3. On the other hand, levels of Mmp9, a matrix metalloprotease involved in extracellular protein degradation (Lu et al., 2011), Tgm2 which is implicated in microglia reparative functions (Giera et al., 2018), and the reactive astrocytic protein GFAP (Brenner, 2014) were significantly higher in ApoE4 samples compared to ApoE3. Taken together, these findings indicate that at 14 days, when functional recovery is rapid and differences in functional outcomes (e.g., BMS scores) between TR ApoE3 and ApoE4 mice are largest, there are clear and substantial reductions in cellular processes that support neuroplasticity in ApoE4 mice associated with increased glial responses.

To further understand the biological basis of the differences in overall function and coordinated stepping between TR ApoE3 and ApoE4 mice, an unbiased approach based on RNA-seq was also employed. Times selected for the RNA-seq analysis were intended to capture events before functional recovery occurred, at 7 dpi, when early neuroplastic changes necessary for such improvements would be anticipated to occur, and at 21 dpi, when functional recovery is well established and neuroplastic responses would be expected to be more focused on strengthening new circuits. This analysis was conducted using ∼4 mm segments of spinal cord tissue containing cells located at the injury epicenter in an effort to capture any differences in biologic responses at the injury site. DEGs were grouped by SCPs to which they contribute. At 7 dpi, the most highly ranked SCPs were involved in inflammatory and immune responses for both ApoE genotypes but, it should be noted, were enriched in genes involved in neutrophil function in ApoE4 mice, whereas genes linked to monocyte and macrophage function were enriched in ApoE3 mice (Figure 5). These changes may reflect a more rapid transition in ApoE3 animals from the initial secondary inflammatory response to injury, which involves infiltration of tissues with neutrophils, to final clearing of debris by macrophages. 

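Marker genes of the cells themselves were examined at 7 dpi alongside the DEGs of the SCPs. Of 16 neutrophil marker genes, 8 were listed, with 4 higher in ApoE3 and 4 higher in ApoE4. Ly6g, Mpo, Elane, Cxcr2 and Retnlg were among those not listed. Whether the listed genes are specific to neutrophils in the injured cord was not tested, so this split may not measure neutrophils. The median log2 ratio of the listed genes was 0.090, at percentile 88.8 of 10000 random lists with matched expression. It was -0.16 when only genes with a mean FPKM of at least 1 were kept. S100a8 had 5.28 FPKM in ApoE3 and 3.34 in ApoE4, S100a9 had 14.1 and 8.19, and Lcn2 had 29.4 and 18.1. Csf3r had 485 and 589 FPKM, and Mmp8 had 2.01 and 3.31. Of 15 monocyte and macrophage marker genes, 14 were listed, with 4 higher in ApoE3 and 10 higher in ApoE4, a median log2 ratio of -0.27, at percentile 0 of such random lists. Lyz2 had 4522 FPKM in ApoE3 and 6076 in ApoE4, Cd68 had 1309 and 1696, and Csf1r had 197 and 183. Of the 14 genes, 3 are DEGs of Supplementary Table 1, and the median of the other 11 was -0.070, at percentile 10.3. With 1 value per group, no test of either list could be made. From the SCPs, the paper proposes a more rapid transition in ApoE3 mice from neutrophil infiltration to the clearing of debris by macrophages.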

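At 21 dpi, 14 of 16 neuron marker genes were listed, and all 14 were lower in ApoE3, as were most listed genes. Relative to the median of all genes, their median log2 ratio was -0.19, with 3 above and 11 below that median. Snap25 had 5336 FPKM in ApoE3 and 7812 in ApoE4. At 7 dpi, all 16 were higher in ApoE3, with a median log2 ratio of 0.27. Of 20 genes of sensory ganglion neurons, 16 were listed at 21 dpi, and their median log2 ratio was 2.04 relative to all genes. Mrgprd and Trpv1 were listed at 0 in ApoE4. Of 16 Schwann cell genes, 15 were listed, with a median of 1.71 relative to all genes. Of these genes, 11 of the sensory ganglion list and 7 of the Schwann cell list are in Supplementary Table 1. In total, 17 of the 36 genes higher in ApoE3 at 21 dpi were in 1 of these lists. Pmp22, which was not a DEG, had 1970.0 FPKM in ApoE3 and 992 in ApoE4.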

At 21 dpi, the top-ranked SCP analysis revealed a relative lack of enrichment of SCPs involved in neuronal function in ApoE4 mice, whereas in ApoE3 mice, several highly ranked SCPs involved in neuronal action potential, neurotrophin signaling, and neuron projection development were identified (Figure 5). These observations suggest more rapid resolution of the inflammatory response in ApoE3 mice and a greater response to support neural circuitry. By contrast, greater or more prolonged neurotrophil infiltration is suggested in ApoE4 mice. Qualitatively, these observations are consistent with the markedly increased evidence of neuroplasticity by histology and targeted analysis of mRNA levels by qPCR observed in ApoE3 mice. The enrichment in SCPs involved in neutrophil function observed at 7 dpi in ApoE4 tissues, and suggesting greater tissue inflammation, agrees well with findings from histological studies which indicated a greater degree of activation of microglial cells by Iba1 immunostaining in tissues from ApoE4 mice at 14 dpi, as well as greater immunostaining of activated astrocytes by GFAP (Figure 3).

Taken together, our data suggest that after SCI, ApoE4 mice have worse functional recovery most likely due to reduced sprouting and decreased synaptic transmission compared to ApoE3. Furthermore, ApoE4 injured animals generate a greater astrocytic response and infiltration of microglia and macrophages at the lesion site. Why ApoE4 reduces capacity for sprouting is not known, but several possibilities exist (Toro et al., 2019) (Figure 6). One is reduced efficiency of transport of cholesterol and/or other lipids from astrocytes to neurons, which would lower the availability of cholesterol and lipids for generating new membranes to support axon extension or dendritic projections. Evidence supporting such this mechanism comes from reports showing that ApoE4 is secreted at lower rates than other ApoE variants (Larson et al., 2000; Mishra and Brinton, 2018). In addition, ApoE4 has lower anti-oxidant activity compared to ApoE2 or ApoE3 (Miyata and Smith, 1996) which, coupled with the reduced rate of secretion of ApoE4, would be expected to reduce the net anti-oxidant activity in tissue at the injury site. Recent research on the effects of ApoE variants in the brain further supports the concept that ApoE4 impairs sprouting and function. Studies using TR mice demonstrated slower dendritic spine formation and lower spine numbers in ApoE4 mice compared to ApoE2 or ApoE3 mice (Nwabuisi-Heath et al., 2014). Other investigators have reported hyperactivity of specific brain regions by functional magnetic resonance imaging (fMRI) in ApoE4 mice that was attributed to reduced glutamate responsiveness (Nuriel et al., 2017), suggesting that both structure and function of synapses in the spinal cord are influenced by ApoE4. One interpretation of our findings in TR mice with SCI is that the neurotrauma exacerbates these inherent differences in sprouting and synapse formation and synaptic vesicle trafficking, perhaps through prolongation of the inflammatory process.

**FIGURE 6:**
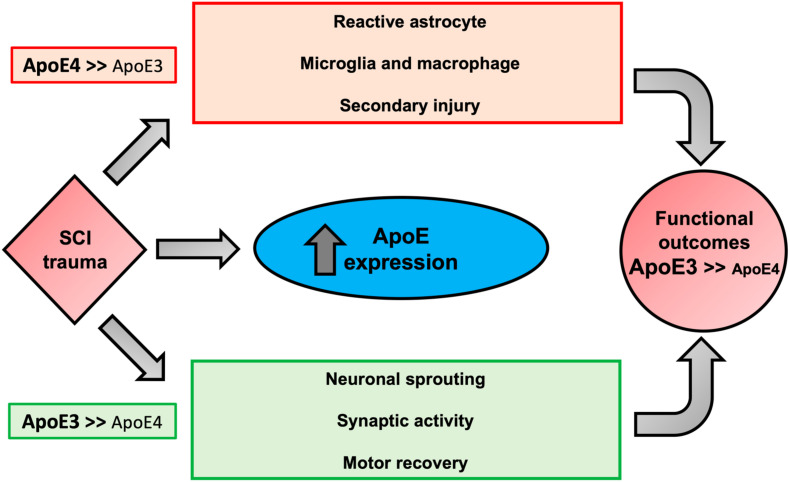
Proposed biological outcomes after SCI modulated by ApoE genotypes. Possible mechanisms responsible for the association of the biological activities of ApoE4 to worse neurological outcomes after SCI. ApoE is upregulated in glial cells after trauma. In comparison to ApoE3, ApoE4 is suggested to be less effective in mitigating key factors of SCI pathogenesis, increasing reactive astrocytes, and activation of inflammatory cells (i.e., microglia and macrophages), which collectively promote apoptosis and secondary injury due to oxidative stress and production of pro-inflammatory cytokines. We propose that ApoE4 also has a lower capacity to stimulate neuronal changes that would be expected to support neuroplasticity and functional recovery such as sprouting, and synaptic activity. In addition, the presence of ApoE4 may diminish transportation from astrocytes to neurons of lipids needed for membrane homeostasis and axon/dendrite growth and may predispose to excess glial scar formation.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository and accession number can be found below: GEO database (https://www.ncbi. nlm.nih.gov/geo/), ID GSE164688.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee at James J. Peters Veterans Affairs Medical Center (JJP VAMC).

## Author Contributions

CC, DC, and CT contributed to conceptualization. CT, DD, KJ, DA, MS, and JH contributed to methodology. JH, MS, and RS contributed to software. CC, CT, JH, and MS contributed to investigation. CT, JH, KJ, and DD contributed to formal analysis. CC, RI, RS, and DC contributed to resources. CT and CC contributed to writing—original draft. CT, WZ, MS, JH, RI, DC, WB, and CC contributed to writing—review and editing. CT and JH contributed to visualization. CC, RI, DC, and WB contributed to funding acquisition. CC, WB, and RI contributed to supervision. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

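RNA was measured in spinal cord segments of about 4 mm at the lesion site of male ApoE3 and ApoE4 targeted replacement mice at 7 and 21 dpi, with N = 3 mice per genotype and time point by the paper. The authors sequenced 100 nucleotide single-end reads from RNA with a RIN of at least 9 and down-sampled every library to 16726861 reads. They used STAR 2.5.4b, bowtie2 2.1.0, samtools 0.1.7 and cufflinks 1.3.0. The paper's text does not name the genome build or annotation.

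The authors deposited FPKM plus 1 for each gene and group, 1 value per genotype and time point, and values of single mice were not analysed here. The deposited table also holds the authors' p-value and q-value for each gene, their fold change, which is the ratio of both values, and their log2 fold change. The log2 ratio recomputed from the values differed from the deposited log2 fold change by at most 1.1e-06. All 14127 rows at 7 dpi and 11474 rows at 21 dpi had a test status of Ok, and 2 symbols at each time point were on 2 rows. A second deposited table gives the authors' 742 DEGs with their log2 values. No value column was left without a group. The rows place ApoE4 before ApoE3 in the numbering of their columns, but name the comparison ApoE3 versus ApoE4, and Supplementary Table 1 reads the ratio that way. That reading was used.

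The values were read as FPKM after 1 was subtracted, and log2 ratios were computed with a pseudocount of 1. No test was run across genes or groups, because 1 value per group gives no estimate of the spread between mice. The number of reads per gene is unknown, so no counting error is given. DEGs were genes with a deposited q-value of at most 0.05 and a fold change of at least 1.3, counted by symbol. The SCP genes are those of Supplementary Table 2, of which the copy used here holds 12 of the 15 SCPs for ApoE4 at 21 dpi. No enrichment was computed.

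Gene lists for cell types and tissues were written after Supplementary Table 1 was read and before the deposited tables were opened. There were 22 lists: skeletal muscle, liver, sensory ganglion neuron, Schwann cell, neutrophil, monocyte and macrophage, microglia, astrocyte, oligodendrocyte, neuron, erythrocyte, interferon response, endoplasmic reticulum chaperone, collagen and extracellular matrix, thoracic Hox (groups 6 to 9), caudal Hox (groups 10 to 13), neighbours of the Apoe gene, small structural RNA, Y-linked, Xist, choroid plexus, and the genes of the RT-qPCR and immunofluorescence panels. For each list with at least 3 listed members, the median log2 ratio was set against 10000 random lists of the same size, matched in 20 bins of mean FPKM. The percentile describes these groups and is not a test. A centred value is the log2 ratio minus the median of genes with a mean FPKM of at least 1 at that time point.

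The rule for the genes named in the text was set before the data were examined. It takes the genes of the RT-qPCR and immunofluorescence panels, the members of the SCPs that the results name, the 5 DEGs with the largest ratio in each list, and members of the gene lists. The values of some of these genes are not reported here. Which of these many genes were printed as examples was decided after their values were seen. The alternatives were pseudocounts of 0.1 and 0.01, an FDR of at most 0.01 or 0.1, no minimum fold change or one of 1.5 or 2, a minimum mean FPKM of 1, Benjamini-Hochberg adjustment of the deposited p-values within each time point, centring, and leaving out the muscle, liver, sensory ganglion, Schwann cell and erythrocyte lists. Reading the genotypes by column number was added after the values were seen, as were the fold change of at least 2 and the pseudocount of 0.01 for the SCPs. The FDR of at most 0.1 and no minimum fold change were run for the numbers of DEGs only.

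Symbols were written as in the mouse reference tables, in which 25503 of the 25601 rows matched. RefSeq genes of GRCm38.p6 were used only to see which genes neighbour each other, and GENCODE vM21 transcripts for length and GC content. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The procedures were tested on simulated data for 11472 genes. With 200 genes changed by 2 log2 units and a threshold of 1 log2 unit, all 200 were recovered and no unchanged gene passed. This does not test the fold change of 1.3 used for the DEGs. The changed genes were drawn only from genes with higher FPKM and the simulated noise was small. Recovery of genes with low FPKM was thus not tested. A simulated shift of -0.5 was recovered as -0.47.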

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

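The tests of tissue sources and of cell types in this part were chosen after the values were seen, except that of paralogs. All medians of gene lists are log2 ratios of ApoE3 to ApoE4 minus the median of all genes, which was -0.42 at 21 dpi. The differences between time points were not tested, since each group has 1 value per gene. All directions follow the paper's reading of the genotypes.

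Skeletal muscle genes had a median of 0.26 at 7 dpi and of -1.89 at 21 dpi, and so differed between the time points. At 21 dpi, 14 of the 18 genes were listed and 13 lay below the median of all genes. Tnnt3 had 22.5 FPKM in ApoE3 and 515 in ApoE4, and Acta1 had 2.11 and 59.0. The paper's Fig. 5E ranks muscle SCPs first for ApoE4 at 21 dpi, and its text does not discuss them. Muscle RNA in the ApoE4 segments is a candidate explanation. If it were the source, muscle genes that were not called as DEGs would be higher in ApoE4 as well. The 6 members outside Supplementary Table 1 had a median of -0.87, with 5 of 6 below the median of all genes. The dissection and a response of the cord itself stay open, because no values of single mice were analysed here.

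Liver genes had a median of -1.87 at 21 dpi, where all 20 listed members were higher in ApoE4 and 11 of them are in Supplementary Table 1. At 7 dpi fewer than 3 were listed, so no median was computed. Induction of lipoprotein genes alone would leave the other liver genes at the median of all genes. The 15 other liver genes had a median of -1.84, with all 15 below it, which argues against that explanation. Liver RNA or liver reads in the ApoE4 group is a candidate explanation, and the 9 members outside Supplementary Table 1 had a median of -1.03. Of these 9, 3 were listed at 0 in ApoE3, and several Serpina1 members are close paralogs. Alb, at 5.36 FPKM in ApoE4, lay below Apoa2, at 59.2, and no liver tissue was analysed here to compare these levels with. Ttr, a member of the choroid plexus list, had 0.173 FPKM in ApoE3 and 5.40 in ApoE4.

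Sensory ganglion genes had a median of 0.29 at 7 dpi and of 2.04 at 21 dpi, and Schwann cell genes one of 1.71 at 21 dpi. Higher expression across spinal neurons in ApoE3 would place the neuron list above the median of all genes, but its median was -0.19, which argues against that explanation. Dorsal root or ganglion tissue in the ApoE3 segments is a candidate explanation. The 13 genes of both lists outside Supplementary Table 1 had a median of 0.77, with 12 of 13 above the median of all genes. Entry of Schwann cells alone in ApoE3 is a biological explanation that would leave sensory ganglion genes at the median of all genes. The 5 sensory ganglion genes outside Supplementary Table 1 had a median of 0.82, with all 5 above it, which argues against it as the cause of the whole pattern. For the Schwann cell genes by themselves it stays open.

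Caudal Hox genes had a median of 0.51 at 21 dpi. Hoxb13 and Hoxc13 were listed at 0 in ApoE4, with 1.92 and 1.17 FPKM in ApoE3, and without them the median was 0.20. The authors' deposited table gives a q-value of 5.0e-08 for Hoxb13 and of 5.0e-06 for Hoxc13. A more caudal level of the cord in the ApoE3 group is a candidate explanation, for which every listed gene of groups 10 to 13 would be higher. Of the 7 listed genes, 5 were above the median of all genes, and Hoxc10, at -0.0022, and Hoxd10, at -0.022, lay close to it. These 2 had the highest FPKM of the 7, so the values go both ways and the explanation stays open.

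Neuron genes had a median of 0.27 at 7 dpi and of -0.19 at 21 dpi. A larger share of neural tissue in ApoE3 at 7 dpi could raise neuron, oligodendrocyte and astrocyte genes together. The oligodendrocyte list had a median of 0.11, at percentile 89.7, with 4 genes above and 3 below the median of all genes, and the astrocyte list one of 0.055. The share of tissue and a change in neurons cannot be told apart from these values.

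Interferon genes had a median of 0.89 at 7 dpi and of -0.33 at 21 dpi. All 24 were higher in ApoE3 at 7 dpi, and 17 of them are in Supplementary Table 1. Reads shared between paralogs would leave the genes outside the Ifit, Oas and Mx families near the median of all genes. These 13 genes had a median of 0.55, with all 13 above it, which argues against that explanation. At 21 dpi, the smallest q-value of the authors' deposited table among the 20 listed interferon genes was 0.093, for Mx1. Microglia genes, at -0.40, and astrocyte genes, at -0.29, were similarly low then, while collagen genes, at 0.25, were not. The fall was thus not specific to interferon genes. A difference between genotypes in the interferon response that reverses by 21 dpi is a hypothesis, which these groups cannot separate from differences between the mice of each group.

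Collagen and extracellular matrix genes had a median of -0.45 at 7 dpi and of 0.25 at 21 dpi. Before the median of all genes was subtracted, the value at 21 dpi was -0.17, so its direction depends on the centring. Endoplasmic reticulum chaperone genes had a median of -0.62 at 7 dpi, and 12 of these 15 genes are in Supplementary Table 1. Hspa5 had 249 FPKM in ApoE3 and 409.8 in ApoE4. Fig. 5C lists a response to endoplasmic reticulum stress for ApoE4, which the paper's text does not discuss. No explanation was tested for either list.

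Small structural RNA genes had a median of 0.93 at 7 dpi and of -1.07 at 21 dpi. Rn7sk had 97.1 FPKM in ApoE3 and 73.0 in ApoE4 at 7 dpi, and 121 and 373 at 21 dpi. Of the 5 listed genes, 4 are in Supplementary Table 1. A difference in library preparation was not tested, and no biological explanation was tested.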

How the results depend on the processing

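Counts are called changed when they moved by more than 1.5 times, and medians when they changed sign or moved by at least 0.1 on the log2 scale. No paired analysis was possible because each group has 1 value per gene. Of 48 counts of DEGs under the alternatives, 29 stayed within 1.5 times, as did 91 of 117 counts of SCP genes. The 29 include the counts at 7 dpi read by column number, 159 and 213, although every direction was the opposite there. For the SCPs, a fold change of at least 2 and a pseudocount of 0.01 were added after the data were seen. Pseudocounts of 0.1 and 0.01 and the minimum mean FPKM changed none of the counts by more than 1.5 times. Where no cause is named, the cause was not tested.

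At 7 dpi, the 213 DEGs higher in ApoE4 became 366 with no minimum fold change, 78 with at least 1.5, 12 with at least 2, and 139 with Benjamini-Hochberg adjustment within the time point. The 159 DEGs higher in ApoE3 became 365, 63, 23 and 95 under these settings, and 97 at an FDR of at most 0.01. With a fold change of at least 2, the larger number was thus in ApoE3.

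At 21 dpi, the 334 DEGs higher in ApoE4 became 148 at an FDR of at most 0.01, 532 at 0.1, 214 with a fold change of at least 1.5, 81 with at least 2, 113 with Benjamini-Hochberg adjustment within the time point, and 120 after centring. The 36 DEGs higher in ApoE3 became 22 with that adjustment and 19 without the muscle, liver, sensory ganglion, Schwann cell and erythrocyte genes, and centring left them at 36, which is largely fixed by keeping q-values made before centring. Read by column number, an alternative chosen after the data were seen, the counts at 21 dpi were 36 higher in ApoE4 and 334 higher in ApoE3, and those at 7 dpi were 159 and 213, so every direction was the opposite. ApoE4 kept the larger number at 21 dpi under each of the other settings.

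For the SCPs at 7 dpi, a fold change of at least 1.5 left 8 DEGs for extracellular matrix organization, 6 for inflammatory response and 8 for neutrophil degranulation. Inflammatory response kept 9 at an FDR of at most 0.01 and 8 with adjustment within the time point. A fold change of at least 2 left 3 DEGs for extracellular matrix organization, 2 for inflammatory response and 2 for neutrophil degranulation. It left 1 each for activation of cysteine-type endopeptidase activity, regulation of innate immune response and monocyte differentiation, and 7 for type I interferon signaling pathway. These 4 SCPs of ApoE3 stayed within 1.5 times under the other settings run for them.

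At 21 dpi, an FDR of at most 0.01 left 2 DEGs for high-density lipoprotein particle remodeling, 1 each for chylomicron assembly and chylomicron remodeling, and 1 for neurotrophin signaling pathway. Adjustment within the time point left 1, 0, 0 and 1 of these. Without the muscle, liver, sensory ganglion, Schwann cell and erythrocyte genes, these SCPs and regulation of neuron projection development were at 0 and neuronal action potential at 1, which follows from the genes left out. The lists were written after Supplementary Table 1 was read.

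The median log2 ratio of neutrophil genes at 7 dpi moved from 0.090 to 0.22 with a pseudocount of 0.1, and to -0.16 with a minimum mean FPKM of 1, so its direction depends on the genes with low values. The median of neuron genes at 21 dpi moved from -0.61 to -0.19 after centring. For the change from 7 to 21 dpi, the median of collagen genes moved from -2.47 to -2.62 in ApoE3 and from -2.73 to -2.87 in ApoE4 with a pseudocount of 0.1. Centring moved it to -3.26 in ApoE4, moved monocyte and macrophage genes in ApoE4 from -2.16 to -2.69, and moved neuron genes in ApoE4 from 1.28 to 0.76. The Pearson correlation of ratios between time points lay between -0.096 and -0.071, and the Spearman correlation between -0.056 and -0.046. Centring cannot change either. Centring fixes the median change of all genes at 0, so it was not run for that value.

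For the other gene lists, 27 of 102 values changed, 20 of them after centring, which follows from the shift of all genes at 21 dpi, 5 with a pseudocount of 0.1 and 2 with a minimum mean FPKM of 1. The sign changed after centring for erythrocyte genes (-0.29 to 0.14) and collagen genes (-0.17 to 0.25) at 21 dpi, and with a minimum mean FPKM of 1 for caudal Hox genes at 21 dpi (0.089 to -0.22). A pseudocount of 0.1 changed no sign but moved sizes before centring. At 21 dpi, skeletal muscle genes moved from -2.31 to -3.56 and liver genes from -2.29 to -3.98. Sensory ganglion genes moved from 1.61 to 3.65 and Schwann cell genes from 1.29 to 1.43. Small structural RNA genes at 7 dpi moved from 0.94 to 1.05. The sizes of these medians thus depend on the pseudocount. The depth behind each gene is unknown, which limits every gene with an FPKM near 0.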

Differences from the paper's values

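No count of DEGs or of SCP genes differed from the paper's by more than 1.5 times at the paper's own thresholds. The counts use the authors' own q-values and thresholds, so this match was largely fixed in advance. For ApoE3 at 21 dpi, the paper's results name a neutrophil signaling pathway, whereas its Fig. 5F, its Supplementary Table 2 and its discussion name a neurotrophin signaling pathway. From SCPs of DEGs, the paper describes genes of monocyte and macrophage function as enriched in ApoE3 at 7 dpi. By cell marker genes, a different measure, 10 of 14 listed monocyte and macrophage genes were higher in ApoE4. The 11 of them outside Supplementary Table 1 had a median log2 ratio of only -0.070. The paper also describes genes of neutrophil function as enriched in ApoE4 at 7 dpi, whereas 4 of 8 listed neutrophil marker genes were higher in ApoE4. Neither count tests the enrichment of the SCPs.

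The numbers of DEGs that Supplementary Table 2 gives beside its SCPs are lower than the numbers of DEGs, and the reason was not tested. The paper's numbers there are 171 for ApoE4 and 114 for ApoE3 at 7 dpi, and 256 for ApoE4 and 27 for ApoE3 at 21 dpi, against 213, 159, 334 and 36 DEGs counted here.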

Other observations

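The tests of length, GC content, the highest genes and genes outside the table were set before their results were seen, and the other tests in this part were chosen afterwards.

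At 21 dpi the median log2 ratio of all genes was -0.42, a ratio of 0.746 in ApoE3 to ApoE4, and the summed FPKM had a ratio of 0.738. At 7 dpi the summed FPKM had a ratio of 1.00. If a few listed genes took more of the fragments in ApoE3, the 10 highest genes would hold a larger share there. Their share was 19.2% in ApoE3 and 20.2% in ApoE4, a difference of -1.003 percentage points, which argues against that explanation. A bias by transcript length would leave some lengths near 0, but the fifth of transcripts nearest 0 still had a median of -0.41, which argues against it as the whole cause. By GC content the medians ran from -0.52 to -0.35, which argues against GC content as the whole cause. For genes outside the table taking more fragments, the listed FPKM times transcript length came to 2.33 times the total that FPKM allows in ApoE3, where at most 1 is possible, so that test was void and the explanation stays open. One scaling factor between the groups' FPKM is a candidate explanation. The medians of the 20 expression bins differed by 0.12 at most, from -0.46 to -0.34. The replicate with about 74% aligned reads is not assigned to a group in the paper's text, so its role was not tested. Every library was down-sampled to the same number of reads, and FPKM are normalized to the number of fragments. A difference in total RNA between genotypes would thus not by itself shift the FPKM of all genes.

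The monocyte differentiation SCP might reflect a larger share of monocytes or macrophages in ApoE3 at 7 dpi. The monocyte and macrophage list had a median of -0.27 relative to all genes, which argues against that explanation, although the 11 members outside Supplementary Table 1 were near the median of all genes. For a larger share of neutrophils in ApoE4, the neutrophil list had a median of 0.089, with 4 genes on each side, so that explanation stays open.

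The genes of the RT-qPCR panel, which the paper measured at 14 dpi in rostral and caudal parts of the segment, were listed at other times here. At 7 dpi, Snap25 had 3366 FPKM in ApoE3 and 2545 in ApoE4, Gap43 had 117 and 96.3, Tgm2 had 32.5 and 51.5, and Mmp9 had 3.65 and 4.91. Gfap had 12395 and 12386, Ndor1 had 450.4 and 518, and Nrp1 had 133 and 148. Relative to the median of all genes, 5 of the 7 listed genes had the paper's direction at 7 dpi, Gfap among them with no measurable difference, and 2 of 6 at 21 dpi. Reading the genotypes by column number could be the right choice, in which case few of these genes would have the paper's direction under the reading used here. Before centring, the counts were 4 of 7 at 7 dpi and 3 of 6 at 21 dpi. Among genes at least 0.1 from the median of all genes, they were 4 of 6 and 2 of 5, since Gfap at 7 dpi and Ndor1 at 21 dpi lay near it. The counts of 5 of 7 and 2 of 6 thus rest partly on such genes, and both are at other times than the RT-qPCR, so the readings cannot be told apart from these genes.

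From 7 to 21 dpi, the collagen and extracellular matrix genes fell in both genotypes. Col1a1 went from 212 to 2.44 FPKM in ApoE3 and from 270.0 to 2.27 in ApoE4. The median change of the list relative to all genes was -2.56 in ApoE3 and -3.26 in ApoE4, and that of monocyte and macrophage genes was -3.05 and -2.69. The changes in ApoE3 and ApoE4 had a Pearson correlation of 0.84 across 10879 genes, which are not independent replicates. Of the 12 caudal Hox genes, 2 were listed at 7 dpi and 7 at 21 dpi. Hoxc10 went from 7.19 to 27.7 FPKM in ApoE3 and from 7.27 to 37.6 in ApoE4. The rise was not limited to caudal Hox genes. The median change of 7 thoracic Hox genes relative to all genes was 0.88 in ApoE3 and 0.62 in ApoE4. Less lesion tissue in the 21 dpi segments, or segments from another level of the cord, is a candidate explanation, and the resolution of the lesion with time is another. Time and dissection are confounded in this design, so they cannot be told apart.

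The paper does not report Apoc2, a neighbour of the Apoe gene, in its text. It was higher in ApoE3 at 7 dpi, with a log2 ratio of 3.32, and was not listed at 21 dpi. The list of neighbours had a median of -0.13 relative to all genes at both time points, and Apoe itself was listed at 21 dpi only, with 843 FPKM in ApoE3 and 1311 in ApoE4. These mice carry human sequence at that gene, and no explanation was tested.

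The remaining lists had these median log2 ratios relative to all genes. Microglia genes were at -0.075 at 7 dpi and -0.40 at 21 dpi, astrocyte genes at 0.055 and -0.29, and oligodendrocyte genes at 0.11 and -0.12. Erythrocyte genes were at 0.042 and 0.14, thoracic Hox genes at 0.091 and -0.059, and Y-linked genes at -0.019 and -3.1e-05. The RT-qPCR and immunofluorescence genes were at -0.029 and -0.13. Endoplasmic reticulum chaperone genes were at -0.14 at 21 dpi, and choroid plexus genes, with 3 listed, at -0.15. Neutrophil genes were at -0.33 and monocyte and macrophage genes at -0.30 at 21 dpi, where 7 of 8 and 9 of 10 lay below the median of all genes. Schwann cell genes were at -0.046 at 7 dpi. Xist was not listed at either time.

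The q-values of the authors' deposited table reached 0.05 at a p-value of about 0.0102 at both time points. Benjamini-Hochberg adjustment of the same p-values within a time point gave 379 genes at 7 dpi and 144 at 21 dpi with a q-value of at most 0.05, against 731 and 394 by the authors' deposited table. The set of tests that the authors adjusted over was not analysed here.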
